# High intrinsic hydrolytic activity of cyanobacterial RNA polymerase compensates for the absence of transcription proofreading factors

**DOI:** 10.1093/nar/gkz1130

**Published:** 2019-12-16

**Authors:** Amber Riaz-Bradley, Katherine James, Yulia Yuzenkova

## Abstract

The vast majority of organisms possess transcription elongation factors, the functionally similar bacterial Gre and eukaryotic/archaeal TFIIS/TFS. Their main cellular functions are to proofread errors of transcription and to restart elongation via stimulation of RNA hydrolysis by the active centre of RNA polymerase (RNAP). However, a number of taxons lack these factors, including one of the largest and most ubiquitous groups of bacteria, cyanobacteria. Using cyanobacterial RNAP as a model, we investigated alternative mechanisms for maintaining a high fidelity of transcription and for RNAP arrest prevention. We found that this RNAP has very high intrinsic proofreading activity, resulting in nearly as low a level of *in vivo* mistakes in RNA as *Escherichia coli*. Features of the cyanobacterial RNAP hydrolysis are reminiscent of the Gre-assisted reaction—the energetic barrier is similarly low, and the reaction involves water activation by a general base. This RNAP is resistant to ubiquitous and most regulatory pausing signals, decreasing the probability to go off-pathway and thus fall into arrest. We suggest that cyanobacterial RNAP has a specific Trigger Loop domain conformation, and isomerises easier into a hydrolytically proficient state, possibly aided by the RNA 3′-end. Cyanobacteria likely passed these features of transcription to their evolutionary descendants, chloroplasts.

## INTRODUCTION

Correct and fast copying of genomic sequence from DNA into RNA during transcription is vital for the faithful expression of genetic information. The elongation stage of transcription contributes significantly towards overall transcription efficiency. Arrested RNAP molecules are reactivated via hydrolysis of the 3′-end of the RNA. One of the major reasons for arrest is misincorporation, therefore hydrolysis serves as a proofreading reaction. Escape from transcriptional arrest via transcript hydrolysis is essential for efficient transcript elongation and cell viability (1). The mechanism of transcript hydrolysis is remarkably similar among all living organisms (2–4). In the absolute majority of organisms characterised so far, a weak intrinsic hydrolysis by RNAP is augmented by elongation factors, Gre in bacteria and TFIIS/TFS in eukaryotes/archaea (5–9). These proteins are not homologous between the two kingdoms of organisms but do share a general mechanism. This similarity suggests a functional convergence of proofreading factors and a strong incentive for an organism to encode them.

And yet, Gre/TFIIS factors are notably absent from one of the largest groups of bacteria, cyanobacteria (and several other smaller free-living taxons). These Gram-negative photosynthetic bacteria and evolutionary cousins of chloroplasts, are one of the oldest, most successful and widespread phylogenetic groups. Assuming cyanobacteria possess an evolutionary primitive mechanism of transcription, we can get a glimpse of an alternative way of supporting the fidelity and processivity of transcription, and perhaps the evolutionary reason for the acquisition of additional elongation factors in other lineages.

In all multisubunit RNAPs, transcript elongation and transcript hydrolysis are performed by the same, highly conserved active centre of RNAP. For all reactions, RNAP utilizes a two metal ion (Me^2+^) mechanism (10). The first Me^2+^ is held by an invariant triad of aspartate residues, and the second Me^2+^ is brought into the active centre by the substrate: nucleoside triphosphate (NTP), pyrophosphate or hydroxyl ion. Additionally, efficient catalysis of either phosphodiester bond formation or hydrolysis requires the correct folding of a flexible domain of the active centre, the Trigger Loop (TL), and its supporting domain, the Bridge Helix (BH) (6–9). The TL oscillates between closed (active) and open (inactive) conformations via intermediate conformations; most reactions do not require full TL opening (11). During RNA synthesis, closing of the TL stabilizes transition state of reaction, providing an induced fit mechanism of catalysis (12–14).

After RNAP incorporates an incorrect NMP by mistake, the 3′-end piece of RNA loses contact with the template, RNAP backtracks one base pair along the template, and the elongation complex becomes deactivated. Elongation resumes once the error-containing piece of RNA is cleaved out and a new, correctly paired RNA 3′-end is generated. The hydrolysis reaction following misincorporation is very efficient, due to the stabilization of elongation complexes in a 1 bp backtracked conformation (11). This general mode of transcriptional proofreading via transcript hydrolysis is similar among all characterized RNAPs (2–4). The TL participates in the hydrolysis reaction either by positioning of the reactants and stabilization of the transition state (12), or directly in some cases (15). The fascinating feature of intrinsic proofreading is the direct involvement of the 3′-end of a transcript in its own excision, resembling ribozymes (16–18). The involvement and the nature of a general base in catalysis is still a matter of continuing debate in the field (15,19).

It is generally accepted that intrinsic hydrolysis is not fast enough to correct transcriptional mistakes in real time in the cellular context, and that the modern proofreading mechanism relies on specialized protein factors. The best-studied member of the group is the prokaryotic protagonist, GreA of *Escherichia coli*. GreA is a member of a group of homologous proteins which bind at the secondary channel (hence their alternate name, secondary channel binding factors). This channel provides a route for substrate entry into the active centre. By inserting a coiled-coiled domain through the channel into the active centre, GreA flips the TL open and physically replaces it in the active site, thereby stopping elongation. Acidic amino acid residues at the tip of the coiled-coil domain of GreA stabilize the second Me^2+^ ion and coordinate a water molecule which greatly increases the efficiency of hydrolysis (17,20,21). As a result, GreA improves the fidelity of transcription by up to two orders of magnitude in some instances (22). Gre factors can also reactivate correctly paired complexes that have backtracked and arrested for various reasons (such as prolonged pauses) (23,24). Consequently, timely cleavage and reactivation of backtracked paused transcription complexes is a vital mechanism to remove stalled RNAPs out of the way of the replisome to avoid collisions, and to prevent the formation of traffic jams of RNAPs on actively transcribed genes in bacteria (25,26). Recently, the detailed structural pathway from backtracked elongation complex through Gre factor-dependent cleavage to the resulting reactivated elongation complex was visualized using Cryo-EM (27), supporting our understanding of the Gre-dependent hydrolysis mechanism. Secondary channel binding factors are not essential in laboratory conditions, but their loss is severely detrimental for the viability of all bacterial species tested, including *E. coli* and *Streptococcus pneumoniae*; their functional importance rises in different stress conditions (25,28).

Here, we studied the native RNAP of a widely used in research and biotechnology species of cyanobacterium, *Synechococcus* sp. PCC 6803 (*Ssp*RNAP). Most of our results were also reproduced with the RNAP of the distantly related *Synechococcus elongatus* 7942 (*Sel*RNAP), another model cyanobacterium, which allowed a generalisation of our findings for the whole group (See Supplementary Information). We found that cyanobacterial transcriptional fidelity is not severely compromised by the absence of proofreading factors, and that the level of *in vivo* mistakes in mature RNA is only fractionally higher than those of *E. coli*. *In vitro, Ssp*RNAP is not more accurate in substrate choice, yet proofreads transcription up to two orders of magnitude faster than *Ec*RNAP. We suggest that the *Ssp*RNAP active site tends to reside in a closed, hydrolytically-competent conformation. In cyanobacteria, the hydrolysis reaction is assisted by a general base, similarly to the Gre-stimulated reaction, and in contrast to *Ec*RNAP. An unexpected consequence of the cyanobacterial active site conformation is the suppression of transcriptional pausing.

## MATERIALS AND METHODS

### Strains and plasmids

*Synechocystis* sp. PCC 6803 strain was a gift from Prof Robinson, Durham University, UK; *Synechococcus elongatus* PCC 7942 was a gift from Prof Mullineaux, Queen Mary University of London; *E. coli* strain PGe74 (MG1655 *ΔgreAgreB*) was a gift from Dr Gamba, Newcastle University, UK. Plasmid pIA349 was a gift from Prof. Artsimovitch, Ohio State University, USA.

### Mutagenesis and purification of RNAPs

To generate mutations in *E. coli rpoC* gene, pRL663 plasmid encoding *E. coli rpoC* with C-terminal His_6_-tag under IPTG inducible promoter was used as the template for mutagenesis by QuickChange XL Mutagenesis Kit, ThermoFisher, according to the manufacturers’ protocol. WT and mutant constructs were transformed into the *E. coli* MG1655 *ΔgreAgreB* strain. Cell cultures were grown up to OD_600_ of 0.6, and 1mM IPTG was added to induce expression of plasmid-borne β’ for 3.5 hours. RNAPs were purified by Heparin (HiTrap Heparin column, GE Healthcare), Ni-NTA affinity (on HisTrap column, GE Healthcare) and ion exchange (ResourceQ column, GE Healthcare) chromatographic steps. *Synechocystis* sp. PCC 6803 was grown at constant light (100 μmol photons m^−2^ s^−1^) at 30°C in BG-11 medium. Harvested cells were disrupted using bead beater with 0.1 mm zirconia beads. After centrifugation at 15000 rpm for 20 min, followed by ultracentrifugation at 100 000 rpm for 1 h (to remove membrane fraction), lysate was loaded onto Heparin column (HiTrap Heparin column, GE Healthcare). RNAP was further purified using size exclusion (Superose 6, GE Healthcare) and ion-exchange chromatography (ResourceQ column, GE Healthcare) steps.

### Transcription assays

All transcription experiments were done at 30°C in transcription buffer containing 20 mM Tris–HCl pH 7, 40 mM KCl, 10 mM MgCl_2_, unless otherwise specified. Elongation complexes (ECs) were assembled and immobilized on streptavidin sepharose beads (GE Healthcare) as described (14,16). Sequences of the oligonucleotides used for the elongation complexes assembly are shown either in corresponding figures or Supplementary Figure S1. RNA was either kinased at the 5′-end using [γ-^32^P] ATP and T4 polynucleotide kinase (Fermentas) or labelled at the 3′-end after elongation complex assembly by incorporation of [α-^32^P] GTP (Hartmann Analytic), dictated by template, with subsequent removal of unincorporated nucleotide by washing beads with transcription buffer. To determine the rate of nucleotide addition, 1 μM NTP together with 10 mM MgCl_2_ (final concentrations), was added to the initial EC, reactions were incubated at room temperature and stopped by addition of formamide/8 M urea—containing loading buffer. Products were resolved by denaturing (8 M urea) 23% PAGE, revealed by PhosphorImaging (GE Healthcare) and analysed using ImageQuant software (GE Healthcare). The proportion of elongated RNA was plotted against time and fitted to a single exponential equation by using nonlinear regression in SigmaPlot software.

Misincorporation was initiated by simultaneous addition of 10 mM MgCl_2_, and 1 mM non-cognate NTP, reactions were kept at 30°C for the times indicated in the Figure 2A. To determine the rate of misincorporation, the proportion of complexes that undergone misincorporation (and subsequent cleavage) was plotted against time and fitted as above. Cleavage reactions were initiated by addition of 10 mM MgCl_2_ (final concentration), unless otherwise specified. Reactions were incubated at 30°C for the times indicated in the figures, and were stopped by addition of formamide/8 M urea—containing loading buffer. Products were resolved by denaturing (8 M urea) 23% PAGE, revealed by PhosphorImaging (GE Healthcare) and analysed using ImageQuant software (GE Healthcare). To determine the rate of phosphodiester bond hydrolysis, the proportion of the cleaved RNA was plotted against time and fitted to a single exponential equation using non-linear regression (14,16). To determine the *k*_M_ (Mg^2+^) for cleavage in mEC(A) and mEC(U), the reaction rates obtained at various MgCl_2_ concentrations were fit to the Michaelis–Menten equation (14,16). For activation energy calculations, cleavage rates in mEC(U) at 0, 5,10, 15, 20, 25, 30, 37, 42 and 45°C were calculated first and then plotted in ln *K* versus 1/*T* coordinates. Data were fit into the linear equation ln *K* = ln *A –* *E*_a_/*R*(1/*T*) using SigmaPlot software.

For elongation experiments on the IA349 template, an initial stalled complex EC37 was formed using 150 μM CAUC, 5 μM ATP, 5 μM CTP, 1.3 μM [α-^32^P] GTP (700 Ci/mmol) and biotinylated PCR-generated template DNA. After 2 min incubation, streptavidin sepharose (GE Healthcare) beads were added and incubated for additional 2 min, then washed twice with transcription buffer containing 200 mM NaCl and then twice with transcription buffer. Elongation was started by addition of 1 mM NTPs and 10 mM MgCl_2_.

### Phenotypic suppression of the temperature sensitive growth of the *E. coli ΔgreAgreB* strain

*Escherichia coli* strain MG1655 *ΔgreAgreB* (29) was transformed with pRL663 (30) based plasmids expressing either WT or mutant β’-subunits under an IPTG inducible bacterial promoter. Overnight cultures were diluted and grown until mid-exponential phase, then each culture was diluted up to OD_600_ 0.1. These initial cultures were further serially diluted, plated and incubated overnight either at 30°C or 37°C with addition of 0.1 mM IPTG to drive the expression of plasmid-encoded subunit.

### Next-generation sequencing and data analysis

Total RNA was isolated from mid-exponentially growing cultures of *E. coli* and *Synechocystis* sp. PCC 6803 as described in (31). Quality of RNA was checked by Agilent BioAnalyser, sample preparation and sequencing were performed by Vertis Ltd, essentially as described in (25), the only modification of the protocol is usage of PrimeScript, Clontech high fidelity reverse transcriptase. Dataset quality was assessed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to ensure per base and per tile sequence quality. Raw reads were trimmed using fastx_trimmer (http://hannonlab.cshl.edu/fastx_toolkit/). Trimmed reads were aligned to genomes using Bowtie (32) allowing three mismatched bases and only unique alignments (-n 3 -m 1). *Escherichia coli* alignment used the NC_000913.3 reference genome and *Synechocystis* sp. *PCC* 6803 used the consensus derived from the in house sequencing data using CLC Workbench (https://www.qiagenbioinformatics.com/). Single base variations between the experimental *E. coli* strain and the reference genome were identified using samtools and bcftools (33). Error rate analysis was carried out in R using the BioConductor seqTools, seqInR and IRanges packages (34,35). Total error rates were calculated as the percentage of total reads with a mismatched base at each read position in the alignment, thresholded to a Phred quality score of <30. 

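Along the reads of the 3 *Synechocystis* libraries, the percentage of reads with a mismatched base of Phred 30 or more changed with the read position, counted from 1 at the 5′ end. It was 12.8% ± 0.281 (SD, n = 3) at position 1, 1.58% ± 0.0957 (SD, n = 3) at position 2, 1.02% ± 0.0561 (SD, n = 3) at position 3 and 0.151% ± 0.00496 (SD, n = 3) at position 6. From position 10 to position 40 the median was 0.0582% ± 0.0016 (SD, n = 3), and the lowest mean rate was 0.0493% ± 0.00125 (SD, n = 3) at position 26. The rate then increased to 0.190% ± 0.0109 (SD, n = 3) at position 47 and 0.371% ± 0.0285 (SD, n = 3) at position 50. Position 7 lay above 30 of the 31 positions from 10 to 40, and the exception was position 19, with a mean of 0.0789%. Without a Phred minimum the median from position 10 to position 40 was 0.153%, the largest change of this median among the alternatives tried.

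**Figure D1:**
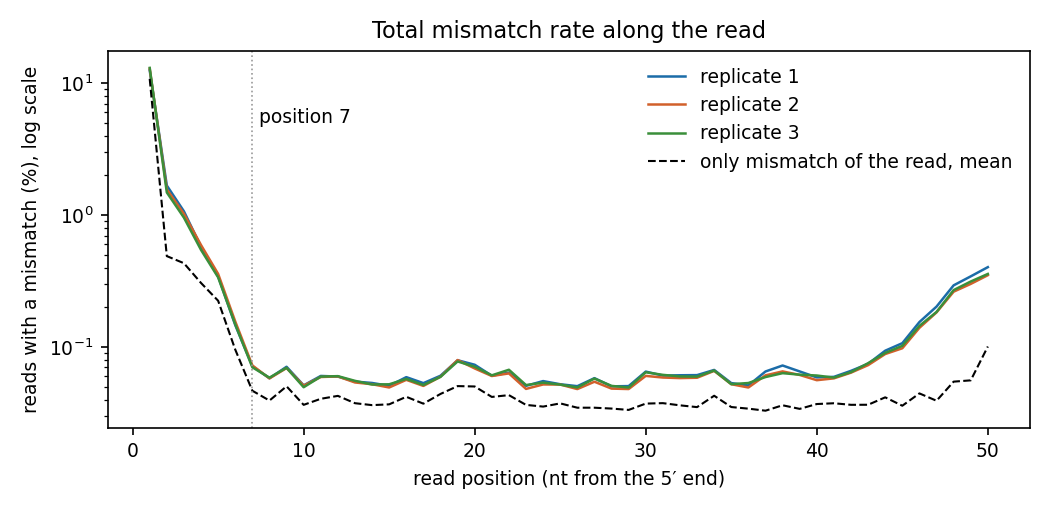
Percentage of reads with a mismatched base of Phred 30 or more (log scale) at each read position in nt from the 5′ end, with 1 solid line for each of the 3 replicates of *Synechocystis* sp. PCC 6803. The dashed line is the mean over replicates of reads that carry no other mismatch, and the dotted line marks position 7. The lines of the replicates lie close together, with the highest values at position 1 (12.8%) and a second increase towards position 50 (0.371%).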

Specific error rates were calculated as the percentage of total reads with a specific mismatch, for example an A incorporated instead of a G (G > A misincorporation), at 7th position of each sequencing read, thresholded to a Phred quality score of <30. 

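For the recount in *Synechocystis*, positions of single base variation were taken from the aligned reads themselves, as consensus positions with at least 10 bases of Phred 30 or more over the 3 libraries at which 1 other base made up 20% or more of them. Of 3234475 positions with that coverage, 6687 passed this limit, and 1708 did so with the limit at 50%. With only bases at least 10 nt away from both read ends counted, 293 positions passed 20%. Coordinates here are those of the authors' *Synechocystis* consensus, counted from 1, with the consensus base written first and the base of the reads last, both on the forward strand. Among the 16680 positions with at least 1000 such bases in every library from forward-strand reads, the highest shares of 1 other base were 99.4% for C126605A, 99.4% for T126606A, 99.2% for A2730524G, 97.9% for G290865A and 95.5% for C302733A. Among the 13926 such positions in reverse-strand reads they were 99.1% for G2917529T, 97.6% for A1558983C, 97.2% for A2342404T, 95.8% for G2917530T and 73.0% for A3138746G. Counted from the middle of the reads, 0 of 1138 bases at these 10 positions were the other base, which allows a pooled share of up to 0.264%. Of these bases, 952 were at A1558983C and 115 at A3138746G. Each other position had 34 or fewer, so that the pooled limit does not hold for single positions. After the filter, the highest shares that remained were 19.0% for T2839596C, 17.1% for C8146T, 15.8% for G2781080A, 15.5% for A2033135T and 15.1% for G2791059T in forward-strand reads. In reverse-strand reads they were 19.8% for C1518823T, 17.7% for A484836T, 16.0% for G3317161A, 16.0% for A3066238G and 15.7% for G724543T. Counted from the middle of the reads, the other base made up 0.0503% of 15910 bases at these 10 positions, most of them at G2791059T, G2781080A and G724543T. All shares named are of the bases of the 3 libraries pooled. The replicates differed most at G2791059T, with 24.3%, 22.3% and 7.42% in replicates 1, 2 and 3, and by the mean of the libraries (18.0%) it would stand above C8146T (17.2%). Genes at these positions were not analysed here.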

Ambiguous *N* bases and positions of single base variation were excluded from the error rate calculation. Raw and processed data were uploaded into GEO Database, under accession number GSE115135.

## RESULTS

### *Ssp*RNAP is not slow or accurate, but has high proofreading activity

We assumed that cyanobacteria compensate for the proofreading factors’ absence by having either more accurate incorporation, or more efficient error proofreading (or possibly both). It has been suggested that cyanobacterial RNAP is a slow elongating enzyme (36), which could contribute to its accuracy by providing a longer time frame for correct substrate selection. We found that this is not the case, judging from single nucleotide addition experiments in *in vitro* assembled elongation complexes, ECs. As can be seen from plot in Figure 1A, the rates of substrate addition were comparable for *Ssp*RNAP and *Ec*RNAP in four elongation complexes on template 1.

**Figure 1.**
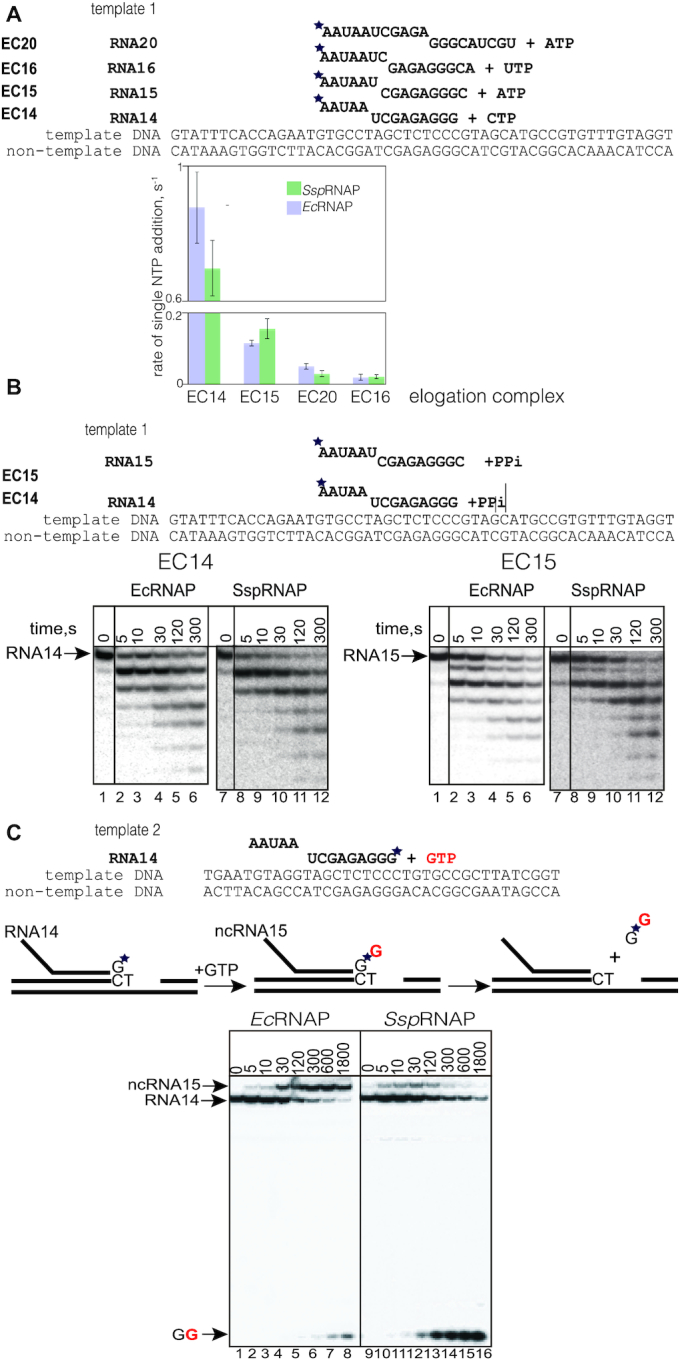
Rates of correct and incorrect substrate incorporation, and rates of pyrophosphorolysis are similar between *Ssp* and *Ec*RNAPs. (**A**) Rates of incorporation of correct NTPs are similar for *Ssp*RNAP and *Ec*RNAP. Rates of incorporation (s^−1^) of the single correct (1 μM) substrates by *Ssp*RNAP and *Ec*RNAP were compared in elongation complexes with 14 nt, 15 nt, 16 nt and 20 nt long RNA (EC14, EC15, EC16 and EC20) on template 1, are presented as bars on the graph. Scheme and sequence of RNA and DNA strands are above the graph. The elongation complexes were obtained by extension of initial RNA13, labelled with ^32^P at the 5′-end as indicated by the asterisk, upon NTPs addition. Error bars represent standard deviations from triplicate experiments. (**B**) Rates of pyrophosphorolysis are similar for *Ssp*RNAP and *Ec*RNAP. Kinetics of pyrophosphorolysis in EC14 and EC15 on template 1 using 250 μM pyrophosphate. (**C**) *Ssp*RNAP misincorporates substrates with same efficiency as *Ec*RNAP, and proofreads a mistake faster. Kinetics of misincorporation by *Ec*RNAP and *Ssp*RNAP, representative gel for misincorporation reaction of GTP instead of template-dictated ATP in EC14 on template 2. Schematics above the gel show elongation complex and reactions of misincorporation and subsequent hydrolysis with dinucleotide product release. Asterisk indicates that RNA is labelled at the 3′ end, which allows monitoring of misincorporation and proofreading simultaneously. Initial 14nt RNA (RNA14) after GTP misincorporation elongates to ncRNA15 (non-*c*orrect), then the 3′ incorrect dinucleotide piece of the transcript (GG) is cleaved out.

The rates of the pyrophosphorolysis reaction, a direct reversal of nucleotide addition, were similar for the two enzymes in EC14 and EC15 (Figure 1B), meaning that catalytic rates do not differ between the *Ec*RNAP and *Ssp*RNAP. NTP addition proceeds exclusively from a post-translocated state, and pyrophosphorolysis from pre-translocated state. These experiments demonstrated that *Ssp*RNAP is at a similar equilibrium point between pre- and post-translocation states to that of *Ec*RNAP.

To test how readily *Ssp*RNAP incorporates incorrect substrates, we tested the kinetics of misincorporation of noncognate 1 mM NTPs, which is within the range of cellular concentration, into 14 nt long 3′-end labelled RNA in assembled elongation complex EC14 on template 2 (Figure 1C and Supplementary Figure S1). This set up allows simultaneous observation of both misincorporation and proofreading via dinucleotide cleavage. In the experiment shown in Figure 1C, RNAP was forced to incorporate GTP instead of template-dictated ATP. The rate of misincorporation, calculated as the rate of initial RNA14 transition into reaction products, was slightly higher for the *Ssp*RNAP (0.016 s^−1^ compared with 0.012 s^−1^ for *Ec*RNAP), suggesting that *Ssp*RNAP is not more accurate. Notably, however, the amount of erroneous transcript, *nc*RNA15 for *Ssp*RNAP was significantly lower at all time points, due to very efficient cleavage of the erroneous 3′-end dinucleotide, pGpG (compare the dinucleotide bands in lanes 6–8 with 14–16, Figure 1C). A similar effect on misincorporation and cleavage was observed for misincorporation of CMP instead of UMP (Supplementary Figure S2).

We conclude that *Ssp*RNAP has highly efficient proofreading activity, rather than highly accurate substrate incorporation. Therefore, it appears that efficient intrinsic hydrolysis is a primary compensatory mechanism for the Gre factors’ absence in cyanobacteria.

### Absence of Gre results in a moderate drop in the fidelity of transcription *in vivo*

Is the hydrolytic activity of *Ssp*RNAP high enough to keep the rate of *in vivo* transcriptional mistakes at the level of *E. coli* where transcription fidelity is aided by Gre factors? 

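Total RNA of *Synechocystis* sp. PCC 6803 from 3 cultures in mid-exponential phase, at an OD730 of about 0.45, was sequenced as 1 library per biological replicate. The authors trimmed the reads and aligned them with Bowtie to a consensus genome made from their own sequencing data, and the deposited alignments give the strand, place, sequence, base qualities and mismatches of each read. The *E. coli* libraries were not used here, so the values given are of *Synechocystis* alone. The alignments hold 9006692, 9096012 and 9538958 reads in replicates 1, 2 and 3, with 437244382, 442711089 and 464474463 bases. Reads were 28 to 50 nt long, and between 89.0% and 89.9% of them in each library had 50 nt. Between 95.02% and 95.26% of the bases in each library had Phred 30 or more, and between 72.1% and 74.0% of the reads had no mismatch. No read had more than 3 mismatches in its first 28 bases, and the highest number over a whole read was 12. A mismatch was counted where a read base of Phred 30 or more differed from the consensus, and its rate is the percentage of all aligned reads with a base at that read position. Base changes are written with the consensus base first, in the sense of the read, so both bases were complemented for reads on the reverse strand. In 1245 open frames of at least 900 nt in the consensus, 87.2% ± 1.2 (SD, n = 3) of read starts lay on the coding strand, so that most reads have the sense of the RNA. Positions of single base variation (another base at 20% or more) were left out, which left 9001861, 9090996 and 9533218 reads at read position 7 in replicates 1, 2 and 3. For a single change in a library, a count of 0 would allow a rate of up to 3.15e-05% to 3.33e-05%, from 3 counts. Reads amplified by PCR without molecular identifiers are not independent molecules, so such limits and the confidence intervals cover counting error only. All 3 libraries are of 1 condition, and no groups were compared.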

To answer this question we assessed the levels of mismatches in the mature RNA *in vivo* by Next Generation Sequencing of the transcriptomes of *E. coli* and *Synechocystis* sp. 6803. To minimize the level of technical mistakes, we used the reverse transcriptase with highest fidelity available, which had been employed previously to determine the *in vivo* rates of transcriptional mistakes in *E. coli* (37). We compared the rate of mismatches at a particular position in the middle of the sequencing reads and found that levels of some base changes are indeed higher in *Synechocystis* (C to U, and A to G (Figure 2)), but at most increased to 125%. This increased level of *in vivo* mistakes in RNA, although not removing the probability entirely, argues against any additional unknown proofreading factors in *Synechocystis* sp. 6803.

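In the sense of the read, the C>U change at read position 7 was found in 0.00941% ± 0.000270 (SD, n = 3) of *Synechocystis* reads. It was counted in 861, 869 and 867 reads of replicates 1, 2 and 3. The 95% Wilson confidence intervals of the percentages were 0.00895% to 0.0102% in replicate 1, 0.00894% to 0.0102% in replicate 2 and 0.00851% to 0.00972% in replicate 3. The A>G change was found in 0.00881% ± 0.000704 (SD, n = 3) of reads, from 749, 874 and 809 reads of replicates 1, 2 and 3. Its 95% Wilson intervals were 0.00775% to 0.00894%, 0.00900% to 0.0103% and 0.00792% to 0.00909%. Replicates 1 and 2 do not overlap for A>G, and all 3 replicates overlap for C>U. The authors' deposited rates match the complement of the recounted changes (35 of 36 within 1%, with no filter on genome positions and reads of Phred 30 or more as the denominator, chosen after seeing the values). Written as the complement, C>U takes the rate given below for G>A, and A>G that of U>C, which is lower than the A>G rate here by more than the SD. Among the alternatives tried, the largest change of the C>U rate came from counting only reads with C in the consensus as the denominator (0.0456%), and that of the A>G rate from read position 5 (0.0985%).

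**Figure D2:**
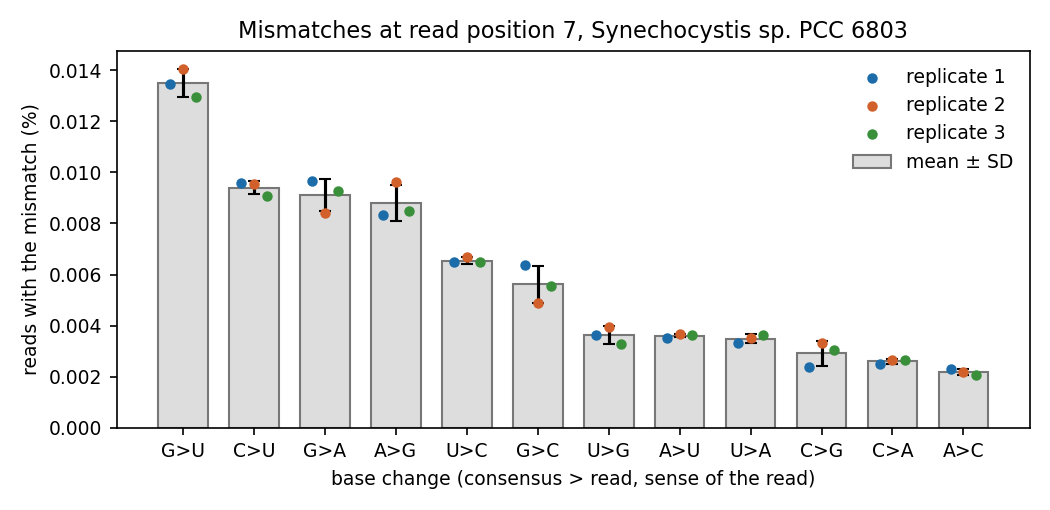
Percentage of reads with each of the 12 base changes at read position 7 in *Synechocystis* sp. PCC 6803. Points are the 3 replicates, and bars with error bars are their mean ± SD. C>U (0.00941%) and A>G (0.00881%) lie below the highest bar, G>U.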

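Over all 12 base changes, 0.0714% ± 0.00118 (SD, n = 3) of *Synechocystis* reads had a mismatch at read position 7. This total was 0.0715% in replicate 1 (95% Wilson interval 0.0698% to 0.0733%, 6439 mismatched reads). It was 0.0726% in replicate 2 (0.0708% to 0.0743%, 6597 reads) and 0.0702% in replicate 3 (0.0685% to 0.0719%, 6693 reads), so that all 3 intervals overlap. In the sense of the read, C>U made up 13.2% and A>G 12.3% of these mismatches. With each change replaced by its complement, chosen after seeing the values, the shares are 12.8% and 9.17%. The alternative that moved the total most was read position 5, with 0.346% of reads. The alignments do not separate mistakes of transcription from those of reverse transcription and sequencing in this rate. The paper compares rates of specific base changes with those of *E. coli* (Figure 2). From the increased level of mistakes in *Synechocystis*, it argues against further proofreading factors, without excluding them. Its *Synechocystis* values, read by eye, are not all matched by the main setting here: 5 of the 12 changes differ, by limits given at the end. With complements at read position 10, no filter on genome positions and reads of Phred 30 or more as the denominator, 0 differ. That setting was chosen after seeing the values.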

**Figure 2.**
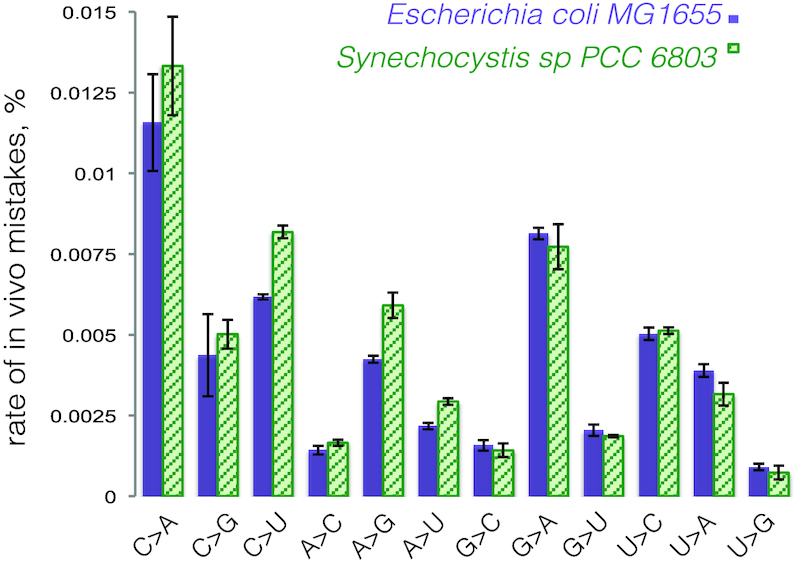
Rates of *in vivo* transcriptional mistakes are comparable between *E. coli* MG1655 and *Synechocystis* sp. PCC 6803. The graph shows percentages of total specific *in vivo* mistakes in mature transcripts for *E. coli* MG1655 and *Synechocystis* sp. PCC 6803, at specific positions of the sequencing read, calculated based on Next Generation Sequencing of total RNA from two species (See Methods for details). Error bars represent standard deviation from biological triplicates.

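The most frequent of the 12 base changes at read position 7 was G>U, with 0.0135% ± 0.000547 (SD, n = 3) of *Synechocystis* reads, and it ranked first in all 3 replicates. G>A was found in 0.00912% ± 0.000634, U>C in 0.00655% ± 0.000120 and G>C in 0.00562% ± 0.000736 of reads (SD, n = 3). The rates of U>G (0.00363% ± 0.000344), A>U (0.00361% ± 7.13e-05) and U>A (0.00349% ± 0.000167) differed by less than the SD of U>A. The lowest rates were 0.00291% ± 0.000482 for C>G, 0.00261% ± 0.000104 for C>A and 0.00218% ± 0.000117 for A>C. Of the 66 pairs of changes, 59 had the same order in all 3 libraries, as did 6 of the 11 pairs next to each other in rank. G>U exceeded C>U by 0.00409 percentage points and did so in every library (exact two-sided sign-flip permutation test, p = 0.25, the smallest p that 3 libraries allow). Among the alternatives tried on this order, G>U stayed first except at read position 5, where A>G was first, in genome orientation, where C>U was first, and with the complement of the read sense, where C>A was first.
In proportion to the reads with the consensus base in question, G>U was found in 0.0536% ± 0.00151 and its complement C>A in 0.0126% ± 0.000668 of reads (SD, n = 3). Their log2 ratio was 2.08 ± 0.07 (SD, n = 3), a ratio of 4.24, with a 95% Wald interval of the pooled log2 ratio from 1.97 to 2.20. The log2 ratio was 0.75 ± 0.14 for A>G over U>C, 0.67 ± 0.47 for G>C over C>G and 0.38 ± 0.08 for A>U over U>A. It was -0.33 ± 0.18 for G>A over C>U and -0.40 ± 0.06 for A>C over U>G (SD, n = 3). All 6 ratios had the same sign in the 3 libraries (exact two-sided sign-flip permutation test, p = 0.25 for each). Of the 6 ratios, 5 changed sign under at least 1 alternative. A>G over U>C did so at read positions 10 (-0.13) and 25 (-0.022), and A>U over U>A without a Phred minimum (-1.28), with a minimum of 20 (-0.31) and at read position 5 (-0.32). A>C over U>G did so without a Phred minimum (0.17) and at read position 5 (0.80), G>C over C>G at read position 5 (-0.24), and G>A over C>U in genome orientation (0.027). The log2 ratio of G>U over C>A ranged from 0.23 without a Phred minimum and 0.24 in genome orientation to 2.54 at read position 10. It kept its sign under the 18 alternatives tried on it. The complement of the read sense was not among these, and it turns the sign of every ratio by construction.

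**Figure D3:**
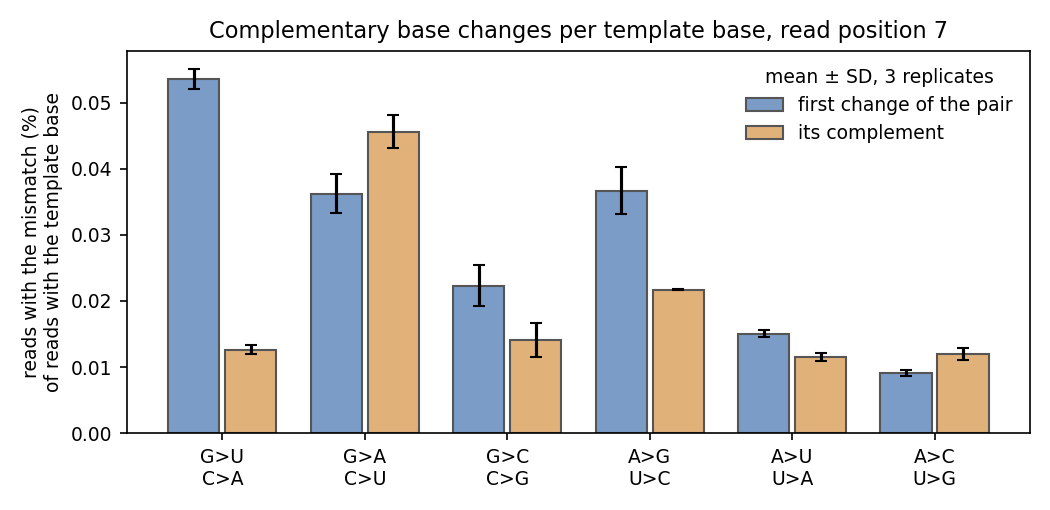
Mismatches at read position 7 in percent of the reads with the template base of the change, for the 6 pairs of complementary base changes in *Synechocystis* sp. PCC 6803. Bars are means and error bars SD of 3 replicates, with the change named first on the left of each pair and its complement on the right. G>U (0.0536%) stands 4.24 times as high as C>A (0.0126%).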

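The totals of the 3 *Synechocystis* replicates at read position 7 differed by no more than counting error allows (chi-square test of homogeneity on read counts, chi-square 3.65 with 2 degrees of freedom, p = 0.161). The ratio of chi-square to its degrees of freedom, which is 1 for counting error alone, was 1.83 for the total. Of the 12 base changes tested in the same way, 3 differed between replicates by more than counting error after Benjamini-Hochberg adjustment, and 5 had an unadjusted p under 0.05. By this chi-square test they were G>C, from 0.00491% in replicate 2 to 0.00638% in replicate 1 (adjusted p = 0.00193), C>G, from 0.00238% in replicate 1 to 0.00331% in replicate 2 (adjusted p = 0.00443), and A>G, from 0.00832% in replicate 1 to 0.00961% in replicate 2 (adjusted p = 0.0237). The test compares these libraries with each other and treats reads as independent. With 1 read kept per start position and strand, 0 of the 12 changes differed after adjustment, but only 970, 1024 and 1151 mismatches remain in replicates 1, 2 and 3, so that this can come from the lower counts alone. Over the 12 changes together, replicate 1 differed from replicate 2 (chi-square 50.9 with 11 degrees of freedom, p = 4.37e-07). In the same chi-square test, p = 0.0499 for replicates 1 and 3 and p = 0.0136 for replicates 2 and 3, all without adjustment.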

### The molecular mechanism of fast *Ssp*RNAP hydrolysis

What is the molecular mechanism behind the fast hydrolysis exhibited by *Ssp*RNAP? Efficient hydrolysis requires a particular geometry of the reactants—the scissile phosphate bond, two Mg^2+^ ions, and attacking water. Since the 3′-end NMP of the RNA provides additional chemical groups to the active center, the characteristics of the reaction also depend on the nature of this NMP (16).

We investigated all elements of the hydrolysis mechanism using *m*isincorporated *e*longation *c*omplexes, mECs – elongation complexes where the 3′ end NMP of the RNA is non-complementary to the template base while the DNA template and non-template strands were fully complementary to each other. These complexes mimic the state of elongation complexes after misincorporation, which is one of the main targets of Gre factors in the cell. These elongation complexes are stabilised in a 1 bp backtracked conformation, which removes any input from backtracking into the rate of second phosphodiester bond hydrolysis (16).

We tested elongation complexes of 15 nt RNA with either U at the 3′- end (mispaired with template T) or A (mispaired with template A), mEC(U) and mEC(A) respectively (schemes of the reaction are above the graphs on Figure 3A, B and sequences on Supplementary Figure S1). In these elongation complexes, the *K*_M_ for Mg^2+^ was similar for *Ssp*RNAP and *Ec*RNAPs at pH 7.9 in both cases, but *k*_cat_ values for *Ssp*RNAP were 30 and 53 times higher than *Ec*RNAP for mEC(U) and mEC(A), respectively. These results suggest that the increased rate of hydrolysis does not come from the stabilization of the second Mg^2+^ ion in the active site (the mechanism proposed for Gre factors), which is consistent with both enzymes having conserved amino acid residues in the vicinity of the catalytic Mg^2+^ ions.

**Figure 3.**
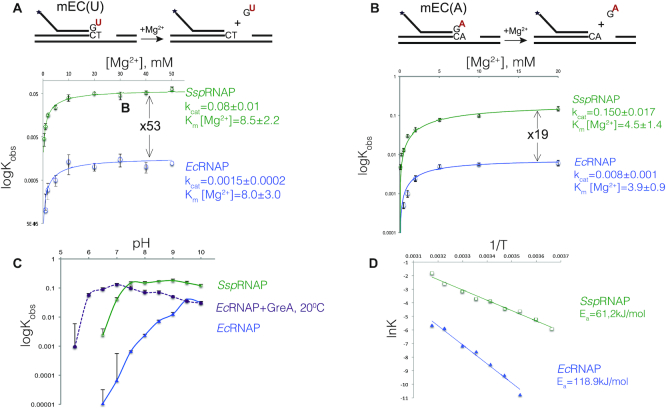
Molecular mechanism of fast transcript hydrolysis by *Ssp*RNAP. (**A** and **B**) Mg^2+^ dependencies of the hydrolysis rate of the penultimate phosphodiester bond in mEC(U) and mEC(A), respectively, by *Ec* and *Ssp*RNAPs. Schematics above the plots show the elongation complex structures and the hydrolysis reaction it undergoes; asterisk indicates that RNA is labelled at the 5′ end. Solid lines represent the graphical fits of data (using SigmaPlot software) to the Michaelis-Menten equation. The *k*_cat_ and *K*_M_ [Mg^2+^] (23) values are shown next to the plots. Error bars represent standard deviations from triplicate experiments. (**C**) pH profiles of second phosphodiester bond hydrolysis in mEC(A) complex for the intrinsic hydrolysis reaction by *Ec*RNAP, GreA assisted hydrolysis by *Ec*RNAP (at 20°C) and *Ssp*RNAP. The data points are averages of three independent experiments (standard deviation for each experimental point were within 10–15% value). (**D**) Arrhenius plots for hydrolysis reaction in mEC(U) complex by *Ec*RNAP and *Ssp*RNAP, graphical fits of lnK to 1/T data to linear equation are shown as a straight line, apparent activation energy calculated from equation ln *K* = ln *A* – *E*_a_/*R*(1/*T*) is shown on the plot. The data points are averages of two independent experiments.

Hydrolysis requires deprotonation of water, and its efficiency depends on the pH of the reaction. The pH-dependence profile of *Ec*RNAP’s rate of intrinsic hydrolysis was different from both *Ssp*RNAP intrinsic hydrolysis and from GreA-assisted hydrolysis by *Ec*RNAP on mEC(A) (Figure 3C). For *Ec*RNAP in the range of pH 6.5 to 9.7, the dependence is log-linear with a gradient of ∼0.9, most likely reflecting water ionization. In contrast, both *Ssp*RNAP and GreA-dependent *Ec*RNAP reactions behave somewhat similarly—the graphs quickly plateau, although at different pH values. We suggest that *Ec*RNAP does not provide a general base for water activation, in agreement with the work of Mishanina *et al.* (19). In contrast, in both *Ssp*RNAP and GreA-dependent reaction, a general base which activates water is apparently involved. For the GreA-dependent hydrolysis, the p*K*_a_ is below 5.5, for *Ssp*RNAP, the p*K*_a_ is ∼6.8. The initial slope of the curve is >1, suggesting more than one group involvement. These results are in line with previous work on *T. aquaticus* RNAP, where a general base was provided in some instances in the form of the Trigger Loop His1242 residue (15).

By analysing temperature dependence of the hydrolysis reaction in mEC(U), we found that the activation energy of the reaction for *Ssp*RNAP is ∼2× lower compared to *Ec*RNAP (Figure 3D), suggesting easier isomerization into a reactive conformation. The same results were observed for mEC(A) (Supplementary Figure S5).

### Long range backtracking is not enhanced in cyanobacteria

Misincorporated complexes are not the only targets of Gre factors. The other targets are correctly paired elongation complexes that are left in a backtracked state after undergoing arrest or a pause for various reasons (23,38). For these complexes, the speed of entering the backtracked state contributes to the overall rate of reaction. Does *Ssp*RNAP backtrack faster by 1 bp in a correctly paired elongation complex? We analysed the hydrolysis of a transcript in a correctly paired elongation complex with 15 nt long RNA with A at the 3′-end, cEC15 (Figure 4A). Indeed, the overall reaction in the correctly paired transcript in EC15 was faster in *Ssp*RNAP, and the difference in comparison to *Ec*RNAP was larger than in misincorporated complexes (Figure 4A)—135 fold higher in correctly paired elongation complex compared to 30 times in misincorporated mEC(A) (Figure 3B). Similarly fast RNA hydrolysis in the correct elongation complex was observed for RNAP of another cyanobacterium, *Synechococcus elongatus* 7942 (Supplementary Figure S3). We suggest that this higher difference is due to input from faster isomerization into a 1 bp backtracked state by cyanobacterial RNAP, probably assisted by 3′-end of the RNA, but this then raises the question of whether cyanobacterial RNAP backtracks faster in general.

**Figure 4.**
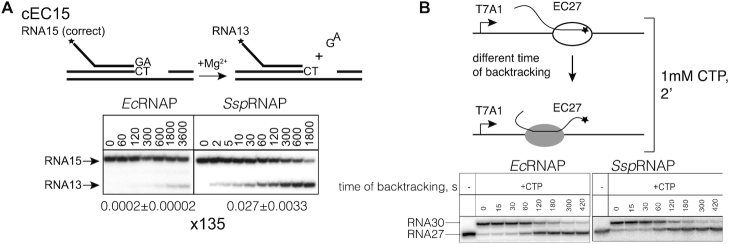
*Ssp*RNAP backtracks faster than *Ec*RNAP for 1 bp, but not for long distances. (**A**) Kinetics of hydrolysis of RNA15 in the correct elongation complex (scheme above the gel) on template 2 by *Ssp*RNAP and *Ec*RNAPs with rates of reaction underneath the gel calculated after fitting the data into exponential equation by SigmaPlot software. (**B**) Backtracking on T7A1 promoter template by *Ssp*RNAP and *Ec*RNAP. Elongation complex EC27 prone to backtracking was formed and incubated at 37°C at pH 6.0 for the indicated periods of time to allow backtracking to happen. Remaining activity was assessed by the ability of complexes able to elongate RNA to position 30 after addition of 1 mM CTP.

To compare the ability of the *Ssp*RNAP and *Ec*RNAP to backtrack over longer distances we used a well-characterised, prone to backtracking elongation complex with 27 nt long RNA, formed on a linear DNA template containing the T7A1 promoter. Prolonged incubation of this elongation complex at 37°C typically leads to accumulation of backtracked inactive complexes (39) (Figure 4B). We monitored transition into a backtracked state by observing a progressive loss of ability of RNAP to extend 27 nt RNA upon addition of NTP substrates. *Ec*RNAP and *Ssp*RNAP were allowed to backtrack for the time intervals indicated in Figure 4B and then supplied with 1 mM CTP to elongate RNA in complexes still active from 27 nt to 30 nt long. The fraction of active complexes decreased similarly over time for both enzymes hence we concluded that beyond 1 bp *Ssp*RNAP moves backwards at the same rate as *Ec*RNAP (Figure 4B). In other words, only 1 bp backtracking, associated with proofreading, is specifically increased in cyanobacteria.

Which parts of the RNAP active site are responsible for efficient cleavage? The TL and supporting it BH have both been previously shown to influence transcript hydrolysis (15,19,40). There is also input from the 3′-end of the RNA (41). All of these are flexible players. Therefore, it is very probable that the conformation and dynamics of these domains are responsible for the efficient transcript hydrolysis characteristic for *Ssp*RNAP. We hypothesized that this efficiency has been achieved by the strategic placement of cyanobacteria-specific amino acid residues in the ‘hinges’ of the TL and/or BH.

### Cyano-specific amino acid residues in the Trigger Loop and Bridge Helix stimulate hydrolysis by *Ec*RNAP and suppress the phenotype of the Δ*greA*Δ*greB* strain

The trigger loop consists of two helical parts separated by N-terminal and C-terminal ‘hinges’ and the SI3 insertion, present in cyanobacteria and *E. coli* (Figure 5A and B). The amino acid sequence corresponding to N-terminal part of the TL is the same for both *Ssp*RNAP and *Ec*RNAP, however several cyanobacteria-specific amino acids can be found in the unstructured region and in the C-terminal base helix of the TL (Figure 5A and B). To investigate if any of these amino acid residues contribute to efficient hydrolysis, we tested mutant *Ec*RNAPs whose native amino acid residues were changed to the cyano-specific ones in the TL (*E. coli* numbering)—I937T, A940V, A941F, K1132G, T1135V, G1136Q, V1141I, A1142E, D1143E and F1145L (Figure 5A). Rates of RNA hydrolysis were analysed in the assembled misincorporated elongation complexes mEC(A) and mEC(U) (Supplementary Figure S1). Most substitutions did not affect the rate of hydrolysis (Figure 5C and Supplementary Table S1, which also includes additional data on mEC(C)). However, two changes, A940V and G1136Q, increased the rate of hydrolysis by mutant *Ec*RNAP by 7–11-fold and 3–6-fold respectively, in both mECs. The amino acid residues at these positions are too far from 3′-end of RNA to participate in cleavage reaction directly. Notably, A940V is located next to double glycines in the N-terminal part of TL, and the G1136Q substitution is in the C-terminal glycine hinge of the TL. Both of these substitutions have the potential to affect folding dynamics of the TL.

**Figure 5.**
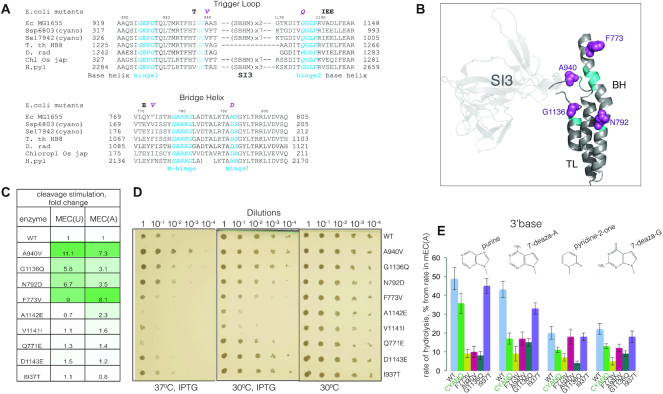
Cyano-specific amino acid residues in the TL and BH contribute to the fast transcript hydrolysis by *Ssp*RNAP. (**A**) Alignment of the amino acid sequences of the Trigger Loop and part of the Bridge Helix of *Synechocystis sp* PCC 6803, *Escherichia coli* MG1655, *Thermus thermophilus* HB8, *Oryza sativa* chloroplast and *Bacillus subtilis*. (**B**) Structure of the *E. coli* RNAP TL and BH domains from PDB 5IPM. Amino acid residues whose substitutions stimulated transcript hydrolysis are shown in magenta. Flexible hinges and additional GG motif in TL are shown in cyan. (**C**) Stimulation of transcript hydrolysis by the changes to cyano-specific amino acid residues in *Ec*RNAP in mEC(U) and mEC(A). Table lists the fold changes of the rates of hydrolysis by the mutant RNAPs in comparison to the WT *Ec*RNAP. (**D**) Expression of mutant *rpoC* genes coding for substitutions A940V, G1136Q, and N792D supress the growth defect of the *E. coli* MG1655 *ΔgreAgreB* strain. Serial dilutions were plated on Petri dishes and grown overnight at 30°C, 30°C with IPTG, or at 37°C with IPTG. (**E**) Effect of changing the chemical groups of the 3′-end RNA base (base structures on top of plot) on hydrolysis rate by WT *Ec*RNAP (sky blue), *Ssp*RNAP (grass green) and mutant *Ec*RNAPs with substitutions F773V (mustard), A940V (hot pink) G1136Q (malachite) and I937T (violet). The plot represents residual activity percentage in elongation complexes with 3′-end RNA modified bases in comparison to canonical base in mEC(A). The error bars represent standard deviation from triplicate data points.

Since folding of the TL proceeds in concert with the BH, and changes in the BH affect transcript hydrolysis (40), we looked for additional cyanobacterial-specific amino acid substitutions in the BH. The most conspicuous change is F773V, located close to N-terminal glycine hinge of the BH (Figure 5A). This substitution is severely detrimental to the growth of *E. coli* (42). F773V *Ec*RNAP increased the rate of the hydrolysis reaction on both mEC(A) and mEC(U) by 8–9-fold (Figure 5C). Another BH substitution, N792D, increased the hydrolysis rate 3.5-6.5-fold, while Q771E did not have an effect on hydrolysis rate (Figure 5C).

Could mutant RNAPs with increased proofreading efficiency suppress the temperature sensitive phenotype of an *E. coli* strain with both GreA and GreB factors deleted (24)? To address this question we expressed mutant (F773V, N792D, I937T, A940V, D1143E, Q771E, G1136Q, V1141I, A1142E) or WT β’-subunits from a pRL663 plasmid in the Δ*greA*Δ*greB* MG1655 strain of *E. coli*, plated and grew culture dilutions on solid media at either the permissive (30°C) or the nonpermissive (37°C) temperature with addition of IPTG to induce expression of the mutant subunits. Mutants with increased transcript hydrolysis efficiency (in particular A940V) were able to moderately promote growth in comparison to the WT and to other neutral mutants (Figure 5D). The lack of suppression by some mutants could be due to their own growth phenotypes, such as for F773V, which has been previously characterized as generally detrimental for viability of *E. coli* (43). Similarly, mutants A1142E and V1141I affected cell viability in general.

The 3′-end of the RNA contributes to the efficiency of its own hydrolysis reaction by providing additional coordination groups to water and Mg^2+^ ions (16). Change or removal of these 3′-base reduces the efficiency of hydrolysis. We found that *Ssp*RNAP and hydrolytically proficient, but not hydrolytically neutral, *Ec*RNAPs mutants are more sensitive to chemical modifications of the 3′-base. As can be seen from Figure 5E, changing 3′-adenine in a mEC(A) to a purine, pyridine-2-one, 7-deaza-A, or 7-deaza-G has a greater effect on the hydrolysis rate (Figure 5E) of *Ssp*RNAP, and of F773V, A940V and G1136Q *Ec*RNAPs. We suggest that a greater reduction of rate is related to a stronger original mechanism and that a specific folded TL conformation provides some interaction with mismatched 3′-end of RNA, as was proposed by Larson *et al.* (44).

### *Ssp*RNAP inefficiently recognises pausing signals

Pausing of RNAP during elongation is accompanied by TL opening (12,13,45,46). We hypothesized that pausing efficiency might be lower for *Ssp*RNAP due to the tendency of its active site to reside in a closed conformation. In the experiment in Figure 6A, we performed kinetics of transcript elongation in an assembled elongation complex with 14 nt long RNA, EC14, upon addition of a low concentration of all four NTPs. Indeed, the propensity of *Ssp*RNAP to make fewer ubiquitous pauses during elongation, and to reach the end of template faster, is evident from Figure 6A.

**Figure 6.**
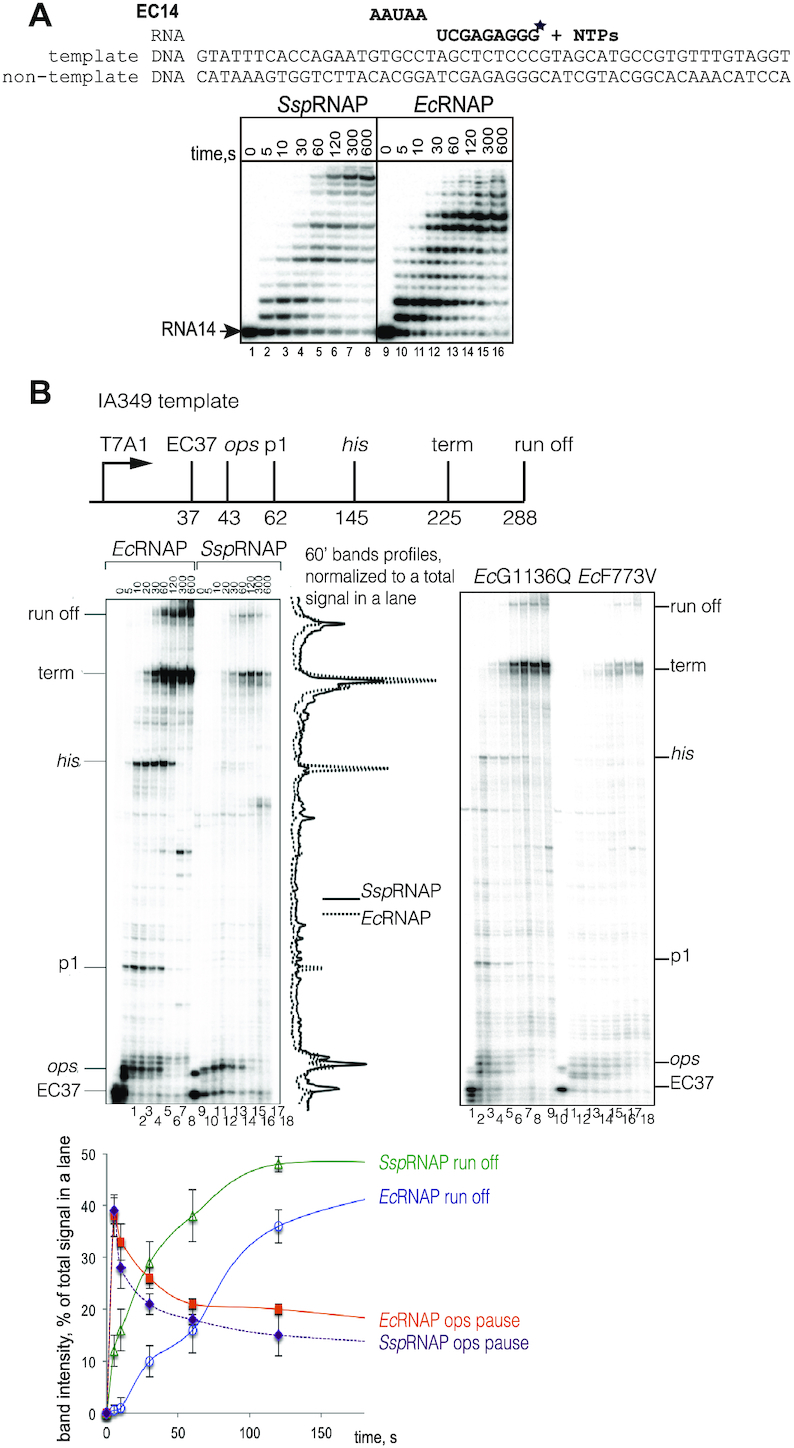
*Ssp*RNAP is less prone to pausing than *Ec*RNAP. (**A**) Kinetics of elongation for EC14 assembled on template 1 using all four NTPs for *Ssp*RNAP and *Ec*RNAP. Scheme and sequence above the gel, asterisk indicates the position of ^32^P label. (**B**) Single round elongation on IA349 template which encodes the T7A1 promoter, known pause sites, and terminator, shown on the scheme of the template above the gel images. Left gel – initial stalled elongation complex EC37 was formed with *Ec*RNAP and *Ssp*RNAP, then chased with all four NTPs. To the right of the gel image, superimposed traces of the 60s bands for the RNAPs were generated by ImageQuant software and normalized to the total amount of radioactivity in the lane. Graph below the gel images shows kinetics of run-off product accumulation and fraction of complexes paused at ops pause sequence for *Ec*RNAP and *Ssp*RNAP as a percentages from total radioactivity in the lane. Right gel shows kinetics of single round elongation on IA349 template performed similarly with mutant *Ec*RNAPs with substitutions G1136Q and F773V.

To test if the recognition of regulatory pausing and termination signals was similarly affected, we used the well-characterised template IA349, which encodes an *ops*, *his*, an additional pause p1, and a rho-independent terminator sequence downstream of a T7A1 promoter (scheme in Figure 6B). On a linear PCR-generated DNA template, after making a stalled elongation complexes with RNA37 in a subset of NTP substrates (Figure 6B, left gel image, lanes 1 and 10), the kinetics of elongation at low concentration of NTPs were analysed. *Ssp*RNAP has an altered pausing pattern in comparison to *Ec*RNAP (Figure 6B, compare the normalised traces from the 60-s time points). *Ssp*RNAP fails to recognise *his* or p1 pauses; the efficiency of termination is also decreased. Similar behaviour is displayed by β’F773V and β’G1136Q *E. coli* mutant RNAPs (Figure 6B, right gel image), implying that amino acids in these positions possibly determine the *Ssp*RNAP’s pausing phenotype in general. Consistent with our findings, β’F773V was previously characterised as pause-resistant, and a different mutant in the 1136 position, β’G1136S, as fast elongating (42,43,47). The only pause efficiently recognised by *Ssp*RNAP is the *ops* pause (plot with kinetics of *ops* pausing below gels), previously characterized as initially pre-translocated (38,48), and then backtracked (49). This result asserts once more that *Ssp*RNAP’s equilibrium between pre- and post-translocation states is similar to that of *Ec*RNAP.

Resistance to pausing, which we assume contributed to lower termination efficiency, might additionally suggest that *Ssp*RNAP is more resilient to the recently proposed RNAP conformational change, ‘swivelling’, which allosterically prevents TL folding (50) and induces pausing. Altogether, our results suggest that *Ssp*RNAP is less responsive to diverse pausing signals, and that transcription elongation in cyanobacteria might be a more continuous process in general (see also Discussion) in comparison to that of *E. coli*. This property might further alleviate the need for proofreading factors in cyanobacteria.

## DISCUSSION

Here, we found that cyanobacterial RNAP possesses a very efficient intrinsic proofreading mechanism. This proofreading mechanism is potent enough to keep the rate of *in vivo* transcriptional mistakes in *Synechocystis* sp. PCC 6803 at a level only fractionally higher than that of *E. coli*, which is still easily tolerated. 

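At 2 read positions nearer to the middle of the read than position 7, set as alternatives, the total rate of mismatches in *Synechocystis* sp. PCC 6803 was 0.0506% ± 0.000891 (SD, n = 3) of reads at position 10. It was 0.0520% ± 0.000178 (SD, n = 3) at position 25, the middle of the commonest read length of 50 nt. In the sense of the read, the C>U rate was 0.00683% ± 0.000450 (SD, n = 3) at position 10 and 0.00762% ± 0.000360 (SD, n = 3) at position 25. The A>G rate was 0.00439% ± 0.000147 (SD, n = 3) at position 10 and 0.00506% ± 0.000151 (SD, n = 3) at position 25. Both positions lie under the median of positions 10 to 40, and the total varied between positions, with 0.0710% ± 0.00230 (SD, n = 3) at position 20. Written as the complement at position 10, with no filter on genome positions, C>U was 0.00818% and A>G 0.00591% of reads. This setting, with reads of Phred 30 or more as the denominator, was chosen after seeing the values. The paper's values are about 0.0082% and 0.0059% in Fig. 2, read by eye. The corresponding *E. coli* rates were not analysed here.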

Apparently, cyanobacterial RNAP efficiently performs the functions which are delegated to the Gre/TFIIS factors in other taxons. In this work we identified the aspects of this mechanism.

Gre factors increase the affinity for the catalytic metal ion (20) and activate the attacking water molecule (17) in the hydrolytic proofreading reaction. Affinity of the cyanobacterial enzyme for magnesium is not increased compared to *E. coli* RNAP, consistent with conservation of amino acid residues in the close vicinity of catalytic magnesium. However, water deprotonation by *Ssp*RNAP is assisted by a general base in a similar fashion to GreA (17) (general base was provided in some cases in *T. aquaticus* RNAP reaction (15)). For the GreA-dependent hydrolysis, the p*K*_a_ is below 5.5, which most likely corresponds to the p*K*_a_ of the active site glutamate (p*K*_a_ 4.1). For *Ssp*RNAP, the p*K*_a_ is ∼6.8, suggesting either a histidine residue (p*K*_a_ 6.0) or a phosphate group of the transcript (p*K*_a2_ 7.2) involvement. There is a possibility of more than one group participation, since the slope of the corresponding curve on Figure 3C is >1. In contrast, in *E. coli*, we did not detect the participation of a general base in hydrolysis, in agreement with the earlier suggestion of Mishanina *et al.* (19).

We propose that the cyanobacterial RNAP active site isomerises into a 1 bp backtracked hydrolytically proficient conformation with ease, reflected in a lower activation energy of the hydrolytic reaction compared to *Ec*RNAP. Notably, the activation energy barrier of *Ssp*RNAP cleavage is lowered down to almost exactly of that of Gre-stimulated *E. coli* cleavage determined by Miropolskaya *et al.* (51). Importantly, although isomerization of *Ssp*RNAP into a 1 bp backtracked state is very efficient, longer backtracking has a similar rate to *Ec*RNAP, hence there is no general propensity of cyanobacterial RNAP to move backwards and, therefore, no risk of frequent elongation interruptions. Perhaps, there are two separate thermodynamic or physical routes for 1 bp backtracking vs longer backtracking, and only the former is different in cyanobacteria.

Another aspect of the cyanobacterial hydrolysis mechanism is a different conformation or flexibility of the Trigger Loop and Bridge Helix domains, we assume. Four amino acid residues of these domains, specific to *Synechocystis* sp. 6803, when introduced into *Ec*RNAP significantly (3-11 times) increased the rate of hydrolysis, with magnitude decreasing in the order A940V > F773V > G1136Q > N792D. Cyanobacteria and chloroplasts have non-*E. coli*-specific amino acid residues at corresponding positions (Figure 5A). The A940V change, never reported before, resulted in the highest acceleration of *in vitro* hydrolysis and the best suppression of a temperature sensitive phenotype of the double *greAgreB* deletion *E. coli* strain. The F773V substitution, toxic for *E. coli*, was never reported to affect hydrolysis. At position 1136 different changes (to S and M) were shown to increase rate of hydrolysis by *E. coli* and *D. radiodurans* RNAPs (28,47), consistent with our results. Although these residues are located too far from the active site to directly participate in the reaction, they might change the conformation and the flexibility of the TL and BH. G1136 is located in the hinge region of the TL and A940V is next to a double glycine motif at the tip of the TL (Figure 5B, flexible parts are highlighted in cyan). We suggest that these residues stabilise a specific closed state of the TL, perhaps accompanied by a particular RNA 3′-end conformation. In support of our hypothesis, substitutions F773V and G1136S in *E. coli* were modelled to stabilize a closed TL (52,53), and recently were shown to stabilize a 1 bp backtracked state (54). Similarly, residue N792 is located in the flexible hinge region of the BH, and mutants at this position were predicted to fix the BH in a particular conformation (55,56). We hypothesize that the same residues which stabilize the hydrolytically proficient state in the absence of substrate also prevent ubiquitous pausing during active elongation, perhaps via resistance to conformation changes, e.g. ‘swivelling’.

Regulatory RNAP pausing, on the other hand, is a major regulatory mechanism in bacteria and eukaryotes which couples transcription with other cellular processes (57). It is unlikely that cyanobacteria lack this regulatory possibility entirely, they may react to different signals or employ as yet unknown regulatory factors. Notably, hairpin dependent pauses are not recognised, which might have implications for intrinsic termination. Perhaps, pauses like *ops*, which are very efficiently recognised by *Ssp*RNAP, play regulatory roles *in vivo* (a simple search finds approximately 100 *ops*-like sequences in the genome of *Synechocystis* sp. PCC 6803).

We cannot completely rule out input from other domains of RNAP or 3′-end of the RNA into efficient proofreading and pause resistance; additional specific features may contribute to cyanobacterial RNAP protein dynamics, such as the physical location of the catalytic aspartate triad and TL/BH modules on two separate proteins due to the split of β’subunit, and the presence of a much larger SI3 insertion.

The high efficiency of hydrolysis and fast elongation are common for two distantly related species of cyanobacteria, *Synechocystis* sp. PCC 6803 and *Synechococcus elongatus* 7942, suggesting that these are general features of cyanobacterial transcription. Plant chloroplasts (descendants of ancient cyanobacteria), and other groups that lack proofreading factors, might share these features.

What are the physiological benefits of cyanobacterial reliance on intrinsic proofreading? It solves the problem of time-requirement for the recruitment of proofreading factors, and the cyanobacterial set up is reminiscent of eukaryotic RNAPs I and III, which carry out proofreading activity on one of the subunits (58). Notably, the hydrolytic activity of *Ssp*RNAP decreased with decreasing temperature at a slower rate than in *E. coli*, and was still apparent even at zero degrees, suggesting that in low winter temperatures intrinsic proofreading is still active in cyanobacteria when protein diffusion is slow (Supplementary Figure S4).

We assume that Gre factors were never acquired by cyanobacteria in evolution. Transcript cleavage factors are not conserved between the Archaea-Eukarya and Bacteria (59). According to the recently published tree of life, cyanobacteria belong to a deep phylum stemming directly from a common ancestor of Archaea-Eukarya and Bacteria, meaning that they might have branched out before proofreading factors acquisition (60).

Alternatively, Gre factors might have been lost after they became dispensable. The ultimate cellular role of Gre factors is to alleviate conflicts between the replication and transcription machineries (26), which may occur less frequently in cyanobacteria due to circadian regulation and polyploidy. In photosynthetic cyanobacteria, replication is thought not to coincide in time with the main peak of transcription (61). RNAP and the replisome might not operate on the same copy of genome in polyploidal cyanobacteria (e.g. *Synechocystis* sp. 6803 has >10 copies of its genome in a cell (62)). Hypothetically, Gre factors could have become detrimental because they can potentially bring a wrong metal ion, such as iron (very abundant in cyanobacteria (63)), into the RNAP active site which, when combined with reactive oxygen species generated by the electron transport chain, leads to protein damage (64). Gre factors interference with both nucleotide excision (65) and double strand break repair (66), are another possible incentives for their loss from cyanobacteria, which have a high level of genomic DNA photo-damage. Acquisition of the extremely large SI3 (∼650 aa) could have also led to occlusion of the Gre binding site and sped up the loss.

## DATA AVAILABILITY

Data generated from analysis of NGS in both raw and processed form are available at GEO Database, under accession number GSE115135.

## Supplementary Material

gkz1130_Supplemental_File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

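The *Synechocystis* sp. PCC 6803 part of the sequencing experiment was recounted from the deposited files, which cover 3 libraries of total RNA from biological replicates in mid-exponential phase (OD730 of about 0.45). The *E. coli* libraries were not used here. The authors trimmed the raw reads with fastx_trimmer and aligned them with Bowtie, allowing 3 mismatched bases and unique alignments only, to a consensus made in CLC Workbench from their own sequencing data. The deposited alignments list 1 read per line with its strand, place, bases, Phred qualities and mismatches, each library on its own. They hold 9006692, 9096012 and 9538958 reads (median 9096012) and 1344429934 bases in all, with base qualities of Phred 14, 21, 27, 32 and 36 only. At this depth, the change with the lowest rate, A>C, rests on 197 to 207 reads per library.

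The authors also deposited a table of rates, in percent, of the 12 base changes in each replicate, and a table with 1 total error rate, in percent, and 1 length in nucleotides per replicate. By the paper's methods these rates are percentages of total reads with a mismatch, thresholded to Phred 30, with N bases and positions of single base variation left out. How the total was formed over read positions, and which nucleotides the length counts, is not stated in the paper's text. All of their per-replicate columns were used (0 unused).

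From the alignments, the consensus base at every covered position was rebuilt from the read bases and the listed mismatches, and the reads were in accord about it at every position (0 conflicts, 3505966 positions). A mismatch was counted where the read base had Phred 30 or more, at read position 7 from the 5′ end of the aligned read, and divided by all aligned reads with a base at that position. Bases were written in the sense of the read. Consensus positions with at least 10 bases of Phred 30 or more over the 3 libraries and another base in 20% or more of them were left out. Rates are given per library with 95% Wilson intervals and as mean and SD over the libraries. Intervals and the limits that a count of 0 allows (3 counts) cover counting error only, since reads amplified by PCR are not independent molecules.

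No groups were compared, since all libraries are of 1 condition. Base changes of neighbouring rank, and complementary changes per template base, were compared within libraries by exact two-sided sign-flip permutation tests, whose smallest p with 3 libraries is 0.25. Differences between libraries were tested by chi-square tests of homogeneity on read counts, with Benjamini-Hochberg adjustment over the 12 changes. The share of mismatches on positions with 2 or more of the same change in a library was set beside a Poisson model with the coverage and base of each position. Genome positions were named by a rule set before the data were examined: the 5 positions per read strand with the highest share of 1 other base, among those with at least 1000 bases of Phred 30 or more in every library, before and after the filter. All 12 base changes were reported. Coordinates are of the authors' consensus and count from 1. Genes at these positions were not analysed here.

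The alternatives tried were no Phred minimum and minimums of 20 and 35, a denominator of reads with Phred 30 or more at the position, no filter on positions and limits of 50%, 5% and 1% (with at least 3 mismatched bases), and 1 read per start position and strand. Further alternatives did not count reads with a mismatch elsewhere in the read as mismatched (they stay in the denominator), used read positions 5, 10 and 25, left out the 10 windows of 1 kb with the most reads (30.5% of all reads), wrote changes in genome orientation, divided by reads with the template base, and left out each replicate. All of these were set before the data were examined. A filter counted from the middle of the reads, and 3 settings that write the complement of the read sense, were chosen after seeing the data.

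The counting was tested on simulated alignments of 3 libraries with known errors, variant positions, copied reads and A-extensions. All 36 counts of mismatched reads per change and library at read position 7 were recovered, as were 30 of 30 variant positions, and a simulated log2 ratio of G>U over C>A of 2.58 was estimated as 2.71 (95% Wald interval 2.33 to 3.09). A simulated log2 ratio of 0 for A>U over U>A was estimated as 0.23 (95% Wald interval -0.21 to 0.68) at the depth simulated, 600000 reads in all. A simulated share of 87% of read starts on the coding strand was estimated as 83.7%, too low by more than the SD between the libraries, so that the share given for the libraries is approximate. Counts were made with C programs compiled by GCC 11.4.0, and statistics and plots with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.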

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

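The tests of mismatches at positions 1 and 2 together (both shares), of the consensus after reads opening with mismatched A, of the middle of the reads and of read position 47 were chosen only after the result was seen. All libraries are of 1 condition, so no biological explanation was tested.

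At read position 1, 12.8% ± 0.281 (SD, n = 3) of *Synechocystis* reads had a mismatched base of Phred 30 or more, a read position that the paper does not report on. The rate was 179 ± 5.86 times (SD, n = 3) that at position 7. Both values hold for the filter of 20%, which mismatches at read ends partly decide, and with no filter on genome positions the rate at position 1 was 18.9% ± 1.09 (SD, n = 3). Over all consensus positions, reads mismatched at positions 1 and 2 together were 3.23 ± 0.232 times (SD, n = 3) as frequent as the product of both rates, and 64.8% of the reads mismatched at position 2 were also mismatched at position 1. Bases at the 5′ end that no template base gave, added or slipped, may therefore make up part of the mismatches at position 2. Of the reads mismatched at position 1, only 8.34% ± 0.654 (SD, n = 3) were also mismatched at position 2. With the filter, reads with no other mismatch made up 10.8% of all reads at position 1. Stretches of 2 or more such bases can thus cover only a small part of the mismatches at position 1, and a single added base was not tested. With 1 read per start position and strand the rate at position 1 was 14.0%, so that a few abundant start positions do not account for it. With no filter on genome positions, the mismatched base at position 1 was A in 40.5% of cases, U in 32.7%, G in 18.2% and C in 8.62%. Base calling at this position stays open, since 0 bases at read position 1 had Phred 36, against 93.1% of bases at position 7. Whether such bases would come from the RNA polymerase, the reverse transcriptase or the library preparation was not tested.

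At read position 50, 0.371% ± 0.0285 (SD, n = 3) of reads had a mismatch, another position that the paper does not report on, at 7.12 ± 0.524 times (SD, n = 3) the rate of position 25. Remnants of an adapter or tail of 4 or more bases would give several mismatches per read. At position 47 the total rate was 3.65 times that at position 25, while the rate of reads with no other mismatch was 1.05 ± 0.0489 times (SD, n = 3) that at position 25, which is consistent with such remnants. At position 50 the rate of reads with no other mismatch was 2.70 ± 0.187 times (SD, n = 3) that at position 25. This leaves the last positions open, since a remnant of 1 base is also the only mismatch of its read and cannot be told apart from another error there.

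A total of 27611 reads in the 3 libraries opened with 3 mismatched A, a class of reads that the paper does not report on. In 83.4% ± 4.14 (SD, n = 3) of them the consensus went on with AAA, against 4.22% of all reads. For the 3335 reads that opened with 3 mismatched U the consensus went on with UUU in 32.9%, against 2.12% of all reads, and for the 771 with C it went on with CCC in 29.4%, against 1.41%. For the 322 with G it did so in 0%, against 2.80%. The excess over all reads is thus not specific to A. Slippage on a run of A at the RNA 5′ end is a candidate explanation for the A openings. A reverse transcriptase that slips at any end of a cDNA would extend A-runs equally in sharp start peaks and elsewhere. The share of reads extended by 2 or 3 A was 2.79 ± 0.0158 times (SD, n = 3) as high in start peaks (40.8%) as elsewhere (14.6%). For runs of U this ratio was 5.33 ± 1.22 and for runs of C 8.75 ± 3.61 (SD, n = 3), the latter from 3 to 9 runs in start peaks per library. For runs of G it was 0.618 ± 0.312 (SD, n = 3), from only 3 to 5 extended reads in start peaks per library. Pooled over runs, a higher share in start peaks is thus not specific to A, although runs of G did not show it. For U and C it rests on few runs. In start peaks, 2 U-runs held between 57.0% and 67.6% of the extended reads per library, and 2 C-runs between 94.7% and 100%. The median per U-run there was 0% in every library. Per C-run it was 0% in replicates 1 and 3 and 11.1% in replicate 2. In each library, 2 A-runs likewise held between 66.3% and 71.9% of the extended reads in start peaks. The median per A-run was 6.25% in start peaks and 5.26% elsewhere in replicate 1. It was 18.2% and 4.86% in replicate 2, and 19.3% and 3.61% in replicate 3. Both kinds of slippage thus stay open and cannot be told apart here.

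With another base in 20% or more of the bases, 6687 consensus positions passed the limit set here, sites that the paper does not describe for *Synechocystis*. The limit of 20% is a choice of the recount. Variants of the cultured strain against the consensus would show in the middle of the reads as well. The 5 positions per read strand with the highest shares were taken among those with at least 1000 bases in every library. At these 10 positions, the other base made up 0% of 1138 bases from the middle of the reads. This argues against such variants as the cause there, although 952 of the bases were at A1558983C and 8 of the 10 positions had 34 or fewer. Of the 6687 positions, 3249 had 10 or more bases from the middle of the reads, and 205 of these passed 20% there as well. Variants stay open for those 205 and for positions without such coverage.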

How the results depend on the processing

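The settings with a filter counted from the middle of the reads and with the complement of the read sense were chosen only after the result was seen, and the others were set before the data were examined. No paired analysis was possible because all 3 libraries are of 1 condition, so that replicate numbers pair no groups. The count of ops-like sequences was planned for a given genome sequence only and was not run on the consensus rebuilt from the reads, which lacks positions without reads.

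Values are percentages of reads at read position 7, where the main setting gave 0.0714% in total, 0.00941% for C>U, 0.00881% for A>G and 0.0532% for the sum of the other 10 changes. The threshold for a move is 1 SD between replicates. Each move is the value under the named setting, and beyond the construction of the setting the cause was not tested. Without a Phred minimum the total was 0.121%, C>U 0.00983%, A>G 0.0116% and the other 10 changes 0.0993%. With a Phred minimum of 20 the total was 0.0830% and the other 10 changes 0.0641%. With a minimum of 35 the total was 0.0665%, C>U 0.00912% and the other 10 changes 0.0492%. With reads of Phred 30 or more at the position as the denominator they were 0.0738%, 0.00971% and 0.0550%. With no filter on genome positions the total was 0.0766%, C>U 0.00978% and the other 10 changes 0.0576%. Leaving out positions at 50% or more gave a total of 0.0728% and 0.0545% for the other 10 changes. Leaving out those at 5% or more gave a total of 0.0695%, C>U of 0.00911% and 0.0517% for the other 10, and those at 1% or more 0.0671%, 0.00851% and 0.050%. With 1 read per start position and strand the total was 0.0868%, C>U 0.0132%, A>G 0.0106% and the other 10 changes 0.0630%. Not counting reads with another mismatch as mismatched gave 0.0466%, 0.00620%, 0.00568% and 0.0347% in the same order. Read position 5 gave 0.346%, 0.0283%, 0.0985% and 0.219%, read position 10 gave 0.0506%, 0.00683%, 0.00439% and 0.0394%, and read position 25 gave 0.0520%, 0.00762%, 0.00506% and 0.0393%. Without the 10 windows of 1 kb with the most reads the total was 0.0747%, C>U 0.0104% and the other 10 changes 0.0552%. Changes written in genome orientation gave 0.00752% for A>G and 0.0543% for the other 10. Divided by reads with the template base, C>U was 0.0456%, A>G 0.0367% and the sum of the other 10 changes 0.208%. The filter counted from the middle of the reads gave a total of 0.0743%. The complement of the read sense gave 0.00912% for C>U, 0.00655% for A>G and 0.0558% for the other 10 changes. Together with read position 10, no filter on positions and the Phred 30 denominator it gave 0.00818% for C>U and 0.00591% for A>G.

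With each replicate left out in turn, the total lay between 0.0709% and 0.0720%, C>U between 0.00933% and 0.00956%, A>G between 0.00840% and 0.00905% and the other 10 changes between 0.0530% and 0.0535%, all within 1 SD. Of the 66 pairs of changes, 43 kept their order without a Phred minimum and 32 with the complement of the read sense. Under the other settings and with each replicate left out, between 45 and 66 did. Of the 6 complementary pairs, between 4 and 6 had all libraries on 1 side.

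The log2 ratio of A>U over U>A per template base reversed without a Phred minimum (-1.28), with a minimum of 20 (-0.31) and at read position 5 (-0.32). That of A>C over U>G reversed without a Phred minimum (0.17) and at read position 5 (0.80), that of G>C over C>G at read position 5 (-0.24), and that of G>A over C>U in genome orientation (0.027). A>G over U>C reversed at read positions 10 (-0.13) and 25 (-0.022). G>U over C>A kept its sign under the 18 settings tried on it, from 0.23 to 2.54. The complement of the read sense was not among these, and it turns the sign of every ratio by construction. Leaving out replicate 1 lowered the log2 ratio of G>C over C>G from 0.67 to 0.42.

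The difference of the totals between replicates stayed on the same side of 0.05 under all 9 settings tried on it, with p between 0.0520 and 0.784. Between 0 and 4 base changes differed after adjustment, and 0 did so with 1 read per start position and strand, a setting that keeps far fewer reads.

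The median rate over read positions 10 to 40 was 0.0582%. It was 0.153% without a Phred minimum, 0.0695% with a minimum of 20, 0.0519% with a minimum of 35, 0.0611% with the Phred 30 denominator, 0.0626% with no filter on positions, 0.0539% without positions at 5% or more, 0.0527% without those at 1% or more and 0.0623% with 1 read per start. The rate at read position 1 lay between 8.55% and 18.9% under settings other than a Phred minimum of 35, where it was 0 by construction, since no base there had Phred 36.

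The median absolute log2 ratio of the recounted to the deposited rates of the 12 changes was 0.56. It was 0.53 without a Phred minimum, 0.52 with a minimum of 20 and with a minimum of 35, 0.47 with no filter on positions, 0.55 without positions at 50% or more and 0.57 without those at 1% or more. It was 0.51 with 1 read per start, 0.98 with reads that have another mismatch not counted as mismatched, 1.97 at read position 5, 0.84 at position 10, 0.90 at position 25, 0.52 without the 10 windows, 0.38 in genome orientation and 1.77 per template base. It was 0.13 with the complement of the read sense, 6.59e-05 with the complement, no filter and the Phred 30 denominator, and 0.58 with read position 10 in addition. Without each replicate it lay between 0.55 and 0.56. The share of mismatches on positions with 2 or more of the same change was 34.4%. It was 20.9% for 3 or more, and 0% with 1 read per start, which that setting fixes by its construction. Depth limits the rarest change, A>C, to 197 to 207 mismatched reads per library.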

Differences from the paper's values

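The settings that write the complement of the read sense were chosen only after the values were seen, and the other settings named were set before the data were examined. The paper's values are read by eye from the bars for *Synechocystis*.

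For 5 of the 12 base changes the rate at read position 7 differs from the paper's by more than 1.5 times and by more than the SD. C>A was found in 0.00261% ± 0.000104 (SD, n = 3) of reads, and the paper's value is about 0.013% in Fig. 2, read by eye. It no longer differs without a Phred minimum, at read position 5 or per template base, and differs under the other alternatives set before the data were examined. C>G was found in 0.00291% ± 0.000482 (SD, n = 3), and the paper's value is about 0.0050% in Fig. 2, read by eye. It no longer differs without a Phred minimum, with a minimum of 20, with 1 read per start position and strand or in genome orientation, and differs under the others. G>C was found in 0.00562% ± 0.000736 (SD, n = 3), and the paper's value is about 0.0014% in Fig. 2, read by eye. G>U was found in 0.0135% ± 0.000547 (SD, n = 3), and the paper's value is about 0.0019% in Fig. 2, read by eye. U>G was found in 0.00363% ± 0.000344 (SD, n = 3), and the paper's value is about 0.0007% in Fig. 2, read by eye. G>C, G>U and U>G differ under all 19 alternatives set before the data were examined.

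Of the changes that the paper names, A>G was found in 0.00881% ± 0.000704 (SD, n = 3) of reads, close to the limit of 1.5 times the paper's value, which is about 0.0059% in Fig. 2, read by eye. It differs under 10 of the 19 alternatives set before the data were examined, among them without replicate 1 (0.00905%) and without replicate 3 (0.00897%). C>U, at 0.00941% ± 0.000270 (SD, n = 3) and about 0.0082% in Fig. 2, read by eye, differs at read position 5, with 1 read per start position and strand and per template base, and under none of the others. Over these 19 alternatives, between 5 and 11 of the 12 changes differ.

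With each change replaced by its complement, a setting chosen after seeing the values, C>A, C>G and G>U no longer differ, and 4 of the 12 changes do (G>C, U>G, A>C and U>C). With the complement at read position 7, no filter on genome positions and reads of Phred 30 or more as the denominator, a setting chosen after seeing the values and used for the deposited table below, 6 of the 12 changes differ from the figure (G>C, G>U, U>G, A>C, A>U and U>C). With the complement, read position 10, no filter on genome positions and reads of Phred 30 or more as the denominator, also chosen after seeing the values, 0 of the 12 changes differ. The values are then 0.0133% for C>A, 0.00501% for C>G, 0.00142% for G>C, 0.00185% for G>U and 0.000732% for U>G, with 0.00818% for C>U and 0.00591% for A>G, the changes that the paper names. The paper's methods state the 7th position.

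The figure shows C>A as the highest *Synechocystis* rate. In the sense of the read G>U was the highest here (0.0135%), and C>A is the highest, at the same 0.0135%, when each change is replaced by its complement.

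The authors' deposited table holds 36 rates for the 12 changes in the 3 replicates. At read position 7 in the sense of the read, 0 of the 36 recounted rates were within 1% of the deposited rate, with ratios from 0.178 to 4.61. With the complement of the read sense, no filter on genome positions and reads of Phred 30 or more as the denominator, a setting chosen after seeing the values, 35 of 36 were within 1%, with ratios from 0.99993 to 1.02. With the filter on genome positions, 7 of 36 were. The deposited total error rates are 0.0523, 0.0419 and 0.0477 for replicates 1, 2 and 3, and the recounted total at read position 7 was on average 1.52 ± 0.188 times (SD, n = 3) as high. With reads that carry another mismatch not counted as mismatched, but kept in the denominator, the ratio was on average 0.994 ± 0.124 (SD, n = 3), at read position 10 it was 1.08 ± 0.123 and at read position 25 it was 1.11 ± 0.122 (SD, n = 3). These are averages and no match of single replicates. The deposited total is highest in replicate 1 and lowest in replicate 2, whereas the recounted total at position 7 is highest in replicate 2 and lowest in replicate 3. The 12 deposited rates sum to 0.0790 ± 0.000969 (SD, n = 3), more than the deposited total of 0.0473 ± 0.00521 (SD, n = 3). The deposited lengths of 107764066, 97111735 and 99465737 nucleotides are 25.9%, 23.0% and 22.5% of the aligned bases of Phred 30 or more, and no setting tried gave them.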

Other observations

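The test of the strand of the reads was chosen only after the result was seen, and the other tests were written before their results were seen. All libraries are of 1 condition, so no biological explanation was tested.

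Of the mismatches at read position 7, 34.4% ± 2.64 (SD, n = 3) fell on consensus positions with 2 or more of the same change in the library, against 29.7% in a Poisson model with the same coverage. For 3 or more of the same change the shares were 20.9% and 20.7%. Mismatches were then compared between reads with the same strand, start and length, with no filter on genome positions. Only starts with 2 to 10 such reads were used, so that deeper starts are not covered. Reads of 1 library shared 14.7% of their mismatches at read positions 7 to 40, and such reads of different libraries shared 6.87%. The difference of 7.87 ± 2.20 percentage points (SD, n = 3) was positive for all 12 changes in all 3 libraries, which is consistent with copies of molecules made in amplification. Positions that carry another base in part of the RNA or DNA of every culture stay open as well. Of the positions with 2 or more of a change, 59.1% ± 1.86 (SD, n = 3) had the change in another replicate, above the 49.4% that chance gives but by too little to decide.

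G>U was 4.24 times as frequent as C>A per template base at read position 7. Base-calling errors would be expected to lose this difference at the highest quality. At read positions 10 to 40, G>U over C>A was 2.12 ± 0.172 (SD, n = 3) in bases of Phred 32 and 5.77 ± 0.483 (SD, n = 3) in bases of Phred 36. From Phred 32 to Phred 36, G>U went from 0.0620% to 0.0532% per template base, and C>A from 0.0292% to 0.00922%. This argues against base-calling errors that the Phred value tracks as the cause. Wrong calls given a high Phred value are not covered by it. Sequencing errors made after amplification would not be shared by copies. At starts with 2 to 10 reads, the share of G>U mismatches in common between reads of 1 start and length was 13.7% within libraries. Between libraries it was 2.09%, a difference of 11.6 ± 3.33 percentage points (SD, n = 3), the highest of the 12 changes. For C>A the difference was 6.75 ± 2.78 percentage points (SD, n = 3). This argues against sequencing errors as the whole cause. Changes made in the RNA, by damage to the RNA or cDNA or in reverse transcription stay open, and none of them was tested.

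The deposited rates match the complement of the recounted changes. If the reads were complementary to the RNA, fewer read starts would lie on the coding strand than on the other. In 1245 open frames of at least 900 nt of the consensus, 87.2% ± 1.2 (SD, n = 3) of read starts lay on the coding strand, which argues against this explanation. Why the table carries the complement was not tested further.

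The rates of 3 base changes differed between replicates by more than counting error. Positions of single base variation that pass the 20% limit in 1 library were weighed as the cause. With positions at 1% or more left out, 2 of the 12 changes differed after adjustment. This argues against such positions as the whole cause of differences between replicates. The count alone does not tell whether these 2 are among the 3 changes above, so for single changes it decides nothing. With 1 read per start position and strand 0 changes differed, but that setting keeps far fewer mismatches (970, 1024 and 1151 in replicates 1, 2 and 3), so amplification is neither shown nor excluded.

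In bases of Phred 36 at read positions 10 to 40, 0.0576% ± 0.00104 (SD, n = 3) were mismatched, against a nominal error of 0.0251% for that quality. In bases of Phred 32 the mismatched share was 0.114% ± 0.00351 (SD, n = 3), against a nominal 0.0631%.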
